A study of Mus musculus with 8 samples. Its data were reported in "A parathyroid hormone/salt-inducible kinase signaling axis controls renal vitamin D activation and organismal calcium homeostasis" (2023).

How the data were processed

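RNA-Seq was performed on whole kidneys from 8 mice, 4 controls and 4 SIK mutants. Per the labels, the controls carried floxed (loxP-flanked) alleles of the salt-inducible kinase genes *Sik1*, *Sik2* and *Sik3* without Cre recombinase. The mutants additionally carried Six2-Cre, which recombines floxed alleles in nephron progenitors and the tubule cells that descend from them. The labels and the study's text differ on whether both *Sik1* alleles were floxed in mutant mice, so the group is called SIK mutant throughout. According to the study's text, no surviving mutants homozygous for all the floxed genes were obtained. Mice heterozygous for floxed *Sik1* were analysed there instead. Groups and replicate numbers were taken from the sample titles and genotypes. The labels give no sex, age, litter or library batch.

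The libraries were sequenced on a BGISEQ500 instrument, which reads circularised DNA nanoballs. The authors quantified each kidney with RSEM, an expectation-maximisation program that shares ambiguous reads among genes, and deposited a gene-level file per kidney with no pooling of replicates. The expected counts deposited by the authors are RSEM's estimates of reads per gene and are not normalised. The TPM values deposited by the authors, abundances scaled to gene length and library total, are as RSEM gives them. The effective gene lengths and the posterior standard deviations of the counts, 2 other kinds of value in the deposited files, are RSEM's as well. The aligner, the RSEM version, the genome build and the use of strand are not stated in the labels or the study's main text. Each file lists 55401 versioned Ensembl mouse genes, of which 54349 matched GENCODE M21 (GRCm38) with their version and 55141 without it. Gene symbols and coordinates were taken from that annotation, and older symbols were matched by synonym, so that *Mettl21b* is given as *Eef1akmt3*.

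Expected counts were rounded to whole numbers for all count tests. The main comparison used the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with TMM normalisation, the filterByExpr filter on low counts, default settings of glmQLFit (legacy = TRUE, robust off) and Benjamini-Hochberg adjustment over the 14326 genes that passed the filter. No covariate and no block were used, since the study's main text names no RNA-Seq test and gives unpaired tests for comparisons of 2 groups, while its fuller methods were not used here. A call was an FDR under 0.05, with a fold change over 1.5 as a second criterion. Values per kidney are CPM, counts scaled to a common library total with the TMM factors, and group values are means ± SD. Differences in mean log2(CPM + 1) of single genes between groups were also tested with a two-sided exact permutation test over all 70 assignments of the 8 kidneys, whose smallest p is 0.0286. Percent changes were computed from the edgeR log2 fold changes.

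The gene list, the tests, the designs and a set of alternative analyses were fixed before the data were examined. The list held 20 genes of the SIK, PTH, vitamin D, calcium and phosphate pathways, and FDR over the list alone is given beside FDR over all tested genes. The rule for naming further genes asked for an FDR under 0.05, a fold change over 1.5, no overlap between groups and a mean of at least 1 CPM, and it yielded 0 genes. Other genes named below were chosen after their values were seen, as was a list of 7 adipocyte marker genes and a list of 4 genes that escape X inactivation. Gene lists for vitamin D and calcium handling (19 genes) and for targets of the transcription factor CREB (22 genes) were tested with camera of limma 3.58.1 on log2 CPM with an inter-gene correlation of 0.01.

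Depth was 10179648 to 10925100 expected counts per kidney. The smallest level taken as detectable, 3 counts, corresponded to 0.275 to 0.295 CPM. These libraries carry no molecular identifiers, so floors and intervals cover counting error only. No pair of replicates was a duplicate: over the 12 pairs within groups, the chi-square statistic per degree of freedom of the counts was 9.44 to 53.8.

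The alternative analyses fixed at that time were RLE size factors and upper-quartile factors in place of TMM, the Wald test of DESeq2 1.42.0 with independent filtering aimed at 0.05, limma-voom, limma-trend on log2(TPM + 1) and on log2(TPM + 0.1), no filter, a mean of at least 50 counts, an offset from the deposited effective lengths, counts left unrounded, the replicate number as a block, a covariate for Y-linked expression and the removal of each kidney in turn. The covariate was the mean log2 CPM of *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*, to be used if it ranged over more than 3 log2 units, and its range was 7.01. The replicate numbers used as blocks come from the sample titles, and nothing in the labels says that same-numbered mice were littermates. The study's supplementary material numbers the controls differently from the titles, so any pairing by number is uncertain. Alternatives chosen after seeing the data were edgeR with legacy off, with robust on and with both changes, legacy off in the fits with the block, with the Y-linked covariate, on 6 kidneys and without each kidney, edgeR and DESeq2 on the 6 kidneys with Y-linked reads, DESeq2 with the Y-linked covariate, DESeq2 with filtering aimed at 0.1, and covariates for the mean log2 CPM of the adipocyte markers with and without the Y-linked covariate.

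The procedure was tested on simulated data, with counts drawn for 14326 genes from the real means, library sizes and dispersions. A known factor was applied to 200 genes, all with a mean of at least 50 counts. Counts were drawn independently for each gene and kidney, so differences shared by many genes within a group were absent. Recovery in the simulation is therefore not the power to be had in these kidneys, or for genes with fewer counts. At a 2-fold change, edgeR recovered 84.5% of the changed genes with 10 false calls and DESeq2 recovered 91.5% with 34 false calls. At a 4-fold change, edgeR recovered 96.5% with 6 false calls and DESeq2 recovered 97.5% with 46. The simulation was repeated with the dispersions of the fit with the Y-linked covariate. There edgeR made 15 false calls at 2-fold and 10 at 4-fold, and DESeq2 made 27 and 24.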

Results

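Whole-kidney transcriptomes were collected from 4 control and 4 SIK mutant mice to ask how loss of salt-inducible kinases in the kidney changes gene expression, and in particular the genes of vitamin D activation. SIKs are kinases that PTH signalling inhibits. *Cyp27b1* encodes the enzyme that makes 1,25-vitamin D and *Cyp24a1* the enzyme that degrades it. Depth was even across kidneys, with 10798908 to 10925100 expected counts in controls and 10179648 to 10875315 in mutants. At least 1 count was recorded for 19541 to 20326 genes per kidney. The 10 most abundant genes held from 24.03% of the counts in SIK mutant 2 (95% Wilson interval 24.001% to 24.052%) to 27.71% in control 1 (27.684% to 27.737%). Pearson correlations of log2 CPM between kidneys were 0.946 to 0.982.

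The largest difference among the kidneys did not follow genotype. The first principal component held 37.1% of the variance and set control 3 and control 4, at 43.5 and 45.2, apart from the other 6 kidneys, which lay between −33.7 and 1.76. The same 2 controls were the only kidneys that expressed *Xist*, the X-linked RNA that silences an X chromosome, at 260.5 and 297.8 CPM against at most 0.494 CPM elsewhere. They also had at most 0.0876 CPM of each of the Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*, which is under the detection floor, whereas the other 6 kidneys had between 10.97 and 32.73 CPM. Genotype was therefore compared over all 8 kidneys and again among the 6 kidneys with Y-linked reads, 2 controls and 4 mutants, a subset chosen after seeing the data. No mutant kidney lacked Y-linked reads, so no comparison was possible within the other 2 controls. The second principal component, with 17.6% of the variance, did part the genotypes. Controls lay between −1.70 and 27.6 on it and mutants between −27.5 and −4.17.

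**Figure D1:**
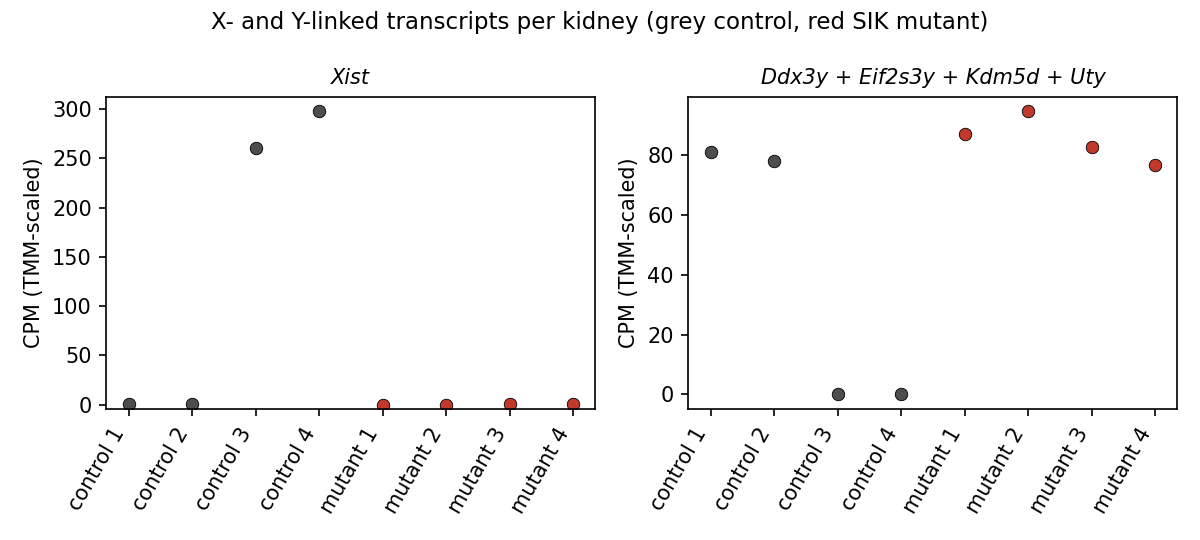
CPM of *Xist* (left) and summed CPM of *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* (right) in each kidney, with a point per kidney (grey, control; red, SIK mutant). Controls 3 and 4 have *Xist* at 260.5 and 297.8 CPM and nearly no Y-linked reads, and the other 6 kidneys show the opposite.

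The targeted genes were examined first. *Sik3* (chromosome 9, 46012820 to 46224194, GRCm38) was lower in all 4 mutants, at 39.5 ± 4.11 CPM (SD, n = 4) against 62.9 ± 3.79 CPM in controls (SD, n = 4), with no overlap between groups. Its log2 fold change was −0.67 (SE 0.0937), a change of −37.3%, with an edgeR FDR of 0.000684 over the list and 0.0697 over all genes. *Sik2* (chromosome 9, 50892801 to 51009073) was at 6.72 ± 2.07 CPM in mutants and 9.14 ± 0.842 CPM in controls (SD, n = 4 each), and mutant 3, at 9.30 CPM, lay within the control range. Its log2 fold change of −0.44 (SE 0.212), a change of −26.5%, did not pass either adjustment (edgeR FDR 0.166 over the list, 0.794 over all genes). *Sik1* (chromosome 17, 31844250 to 31855804) was higher in mutants, at 50.6 ± 4.85 CPM against 40.8 ± 2.84 CPM (SD, n = 4 each), a log2 fold change of 0.31 (SE 0.0942) with an edgeR FDR of 0.0318 over the list and 0.601 over all genes. The lowest mutant, at 43.4 CPM, was just above the highest control, at 43.2 CPM. Among the 6 kidneys with Y-linked reads, the log2 fold changes were −0.65 for *Sik3*, −0.46 for *Sik2* and 0.39 for *Sik1*. The alternative that moved *Sik3* most, a fit with covariates for both Y-linked and adipocyte transcripts, gave −0.95. Together these covariates determined 95.1% of the genotype term, so that value is poorly estimated.

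Over all 14326 genes tested, 0 had an edgeR FDR under 0.05, and the lowest FDR was 0.0586. At an unadjusted p under 0.05 there were 911 genes, 6.36% of those tested, where 716 would be counted if no gene differed. Of these, 396 were higher and 515 lower in mutants. The number depended on single kidneys: it was 593 without mutant 2 and 678 without mutant 3, both under 716. In the other planned fits that left out a kidney it was 768 to 1181. The groups did not overlap for 578 genes (4.03%), against 2.86% by chance for 4 against 4. The count of calls depended on the model: the DESeq2 Wald test called 71 genes (26 higher, 45 lower), of which 59 passed a fold change over 1.5, and the same edgeR test called 21 genes among the 6 kidneys with Y-linked reads and 10 with the Y-linked covariate. The alternative that moved the count most, a covariate for adipocyte transcripts, gave 372 genes. That covariate alone determined 47.6% of the genotype term, so the 2 are partly confounded.

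Both enzymes of vitamin D turnover were higher in mutants. *Cyp27b1* (chromosome 10, 127048250 to 127053006) rose from 10.8 ± 4.72 CPM to 28.9 ± 8.10 CPM (SD, n = 4 each), and the lowest mutant, at 16.9 CPM, exceeded the highest control, at 15.8 CPM. Its log2 fold change was 1.41 (SE 0.330), a 2.66-fold rise, with an edgeR FDR of 0.0106 over the list and 0.429 over all genes. *Cyp24a1* (chromosome 2, 170482708 to 170497145) rose from 46.2 ± 42.6 CPM to 298.1 ± 171.5 CPM (SD, n = 4 each), a log2 fold change of 2.69 (SE 0.678) and a 6.47-fold rise, with an edgeR FDR of 0.0129 over the list and 0.457 over all genes. Control values of *Cyp24a1* themselves spanned 10.8 to 106.5 CPM and mutant values 138.4 to 513.4 CPM. Among the 6 kidneys with Y-linked reads, the log2 fold change was 1.39 for *Cyp27b1* and 1.99 for *Cyp24a1*, and neither passed FDR 0.05 over all genes there (edgeR FDR 0.195 and 0.287). For *Cyp27b1* the DESeq2 Wald test gave an FDR of 0.00716 over all genes on the 8 kidneys, and across alternatives that FDR ran from 0.000295 to 1. The alternative that moved the *Cyp27b1* change most, the fit with covariates for both Y-linked and adipocyte transcripts, gave 4.45. Since these covariates determined 95.1% of the genotype term, that value is poorly estimated.

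**Figure D2:**
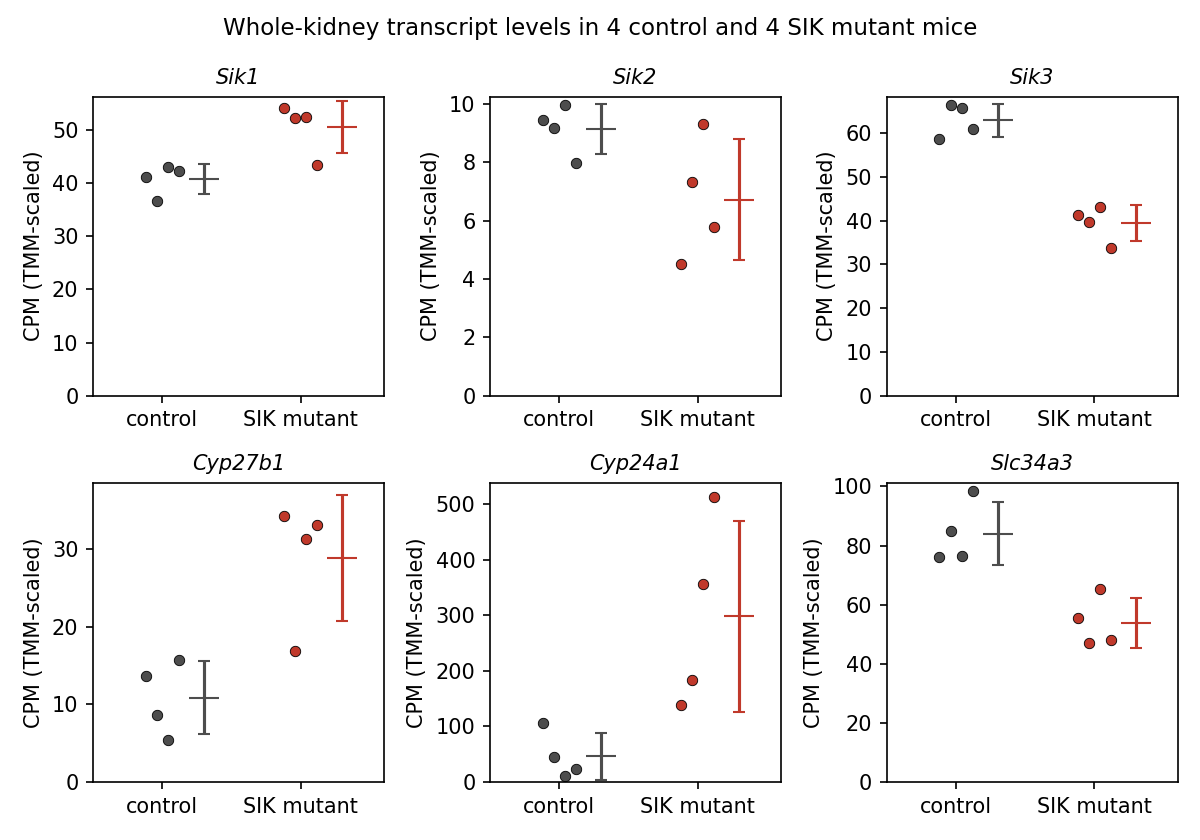
TMM-scaled CPM of 6 genes in control (grey) and SIK mutant (red) kidneys, with a point per mouse and the mean ± SD of n = 4 beside each group. The groups do not overlap for *Sik1*, *Sik3*, *Cyp27b1*, *Cyp24a1* and *Slc34a3*, and they do for *Sik2*.

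Of the 20 genes on the list, 18 passed the filter on low counts. *Nr4a2* did not, with at most 1.36 CPM, and *Fgf23* had 0 counts in all 8 kidneys. Over the list alone, 5 genes passed an edgeR FDR of 0.05, 3 higher (*Sik1*, *Cyp27b1*, *Cyp24a1*) and 2 lower (*Sik3*, *Slc34a3*), and 0 passed over all genes. The same 5 were the tested genes of the list whose groups did not overlap, each with the smallest exact permutation p that 4 against 4 allows, 0.0286. *Slc34a3*, which encodes a phosphate transporter of the proximal tubule (chromosome 2, 25228898 to 25234364), fell from 84.0 ± 10.6 CPM to 53.9 ± 8.44 CPM (SD, n = 4 each), a log2 fold change of −0.64 (SE 0.129) with an edgeR FDR of 0.00582 over the list and 0.331 over all genes. Its log2 fold change among the 6 kidneys with Y-linked reads was −0.57. The calcium channel gene *Trpv5* had a log2 fold change of 0.39, with all 4 mutants above the control mean but overlapping groups, and an edgeR FDR of 0.117 over the list. Among the 6 kidneys with Y-linked reads its log2 fold change was 0.64 (edgeR FDR 0.0133 over the list). *Calb1* (0.13), *Vdr* (0.09), *Pth1r* (−0.09), *Slc34a1* (−0.28), *Kl* (−0.11) and *Stk11* (−0.02) changed over the 8 kidneys by less than the spread between replicates allowed to be told from 0, as did *Crtc1* (0.03), *Crtc2* (−0.06), *Crtc3* (0.01), *Mettl1* (0.15) and *Eef1akmt3* (0.11). Their edgeR FDR values over the list were 0.338 for *Slc34a1* and between 0.627 and 0.940 for the others, and the sign of each of these 11 reversed under at least 1 alternative. Among the 6 kidneys with Y-linked reads the log2 fold changes were −0.52 for *Slc34a1* and −0.33 for *Pth1r* (edgeR FDR 0.0133 and 0.0182 over the list, 0.241 and 0.284 over all genes). With DESeq2, *Slc34a1* passed FDR 0.05 over all genes there (0.00567) and with the Y-linked covariate (0.0085), and *Pth1r* passed with that covariate (0.0451). *Mettl1* and *Eef1akmt3* lie next to *Cyp27b1* on chromosome 10 and overlap each other at their ends, although the posterior SD of both counts was 0, so RSEM shared none of their reads.

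The gene list for vitamin D and calcium handling, of which 18 of 19 genes were tested, had a mean log2 fold change of 0.19, with 10 genes higher in mutants, and a camera p from limma of 0.0643 (0.129 adjusted for the 2 lists). The CREB target list, of which 16 of 22 genes were tested, had a mean log2 fold change of 0.08 with 8 genes higher and a camera p from limma of 0.789 (0.789 adjusted). Neither list stood apart from the remaining genes. Among the 6 kidneys with Y-linked reads the means were 0.27 (camera p 0.195) and 0.0097 (camera p 0.506). For the vitamin D and calcium list, the fit with covariates for both Y-linked and adipocyte transcripts moved the mean most, to 1.10. That mean is poorly estimated, as the covariates determined 95.1% of the genotype term.

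Some genes close to the threshold were singled out after their values were seen. *Pappa2* (chromosome 1, 158711727 to 158980490) was at the lowest FDR of all tested genes, 0.0586 by edgeR, a value it did not hold alone. It had 2.20 ± 0.318 CPM in mutants and 0.370 ± 0.0801 CPM in controls (SD, n = 4 each) and a log2 fold change of 2.52 (SE 0.281). Its counts were low, with at most 29 in a kidney. *Grem1* (chromosome 2, 113746164 to 113758646) was at 7.63 ± 4.52 CPM in mutants and 0.218 ± 0.270 CPM in controls (SD, n = 4 each), a log2 fold change of 5.10 (SE 0.693). *Dnase1* (chromosome 16, 4036942 to 4040024) fell from 550.4 ± 147.4 CPM to 131.9 ± 43.8 CPM (SD, n = 4 each), a log2 fold change of −2.06 (SE 0.293). *Slc5a2*, which encodes a glucose transporter of the proximal tubule (chromosome 7, 128265657 to 128272430), fell from 503.9 ± 48.6 CPM to 317.8 ± 2.64 CPM (SD, n = 4 each), a log2 fold change of −0.67 (SE 0.0955), and it overlaps *BC017158*, although the posterior SD of its count was 0. *Grem1*, *Dnase1* and *Slc5a2* each had an edgeR FDR of 0.0697. Among the 6 kidneys with Y-linked reads, the log2 fold changes were 2.83, 4.62, −2.11 and −0.66 for *Pappa2*, *Grem1*, *Dnase1* and *Slc5a2*, and that of *Dnase1* passed FDR 0.05 (edgeR, 0.0384).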

Values the study reported

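The study reported that *Cyp27b1* was among 27 genes upregulated by renal SIK deletion in its bulk RNA-Seq, and it analysed 57 dysregulated genes at FDR < 0.05 and FC > 1.5. It put the efficiency of deletion at approximately 50% by whole-kidney DNA and mRNA analysis, and at more than 98% for *Sik2* and *Sik3* in sorted reporter-positive cells.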

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

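Values were compared within each group of 4 kidneys for a sample whose gap to its nearest neighbour took up more of the group's range than Dixon's critical value for 4 samples. Of 82 groups tested, 6 held such a sample, where chance gives 4.1 at 1 in 20. Of the tests cited here, that of a genotype effect on adipocyte transcripts was chosen only after the result was seen.

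*Cyp27b1* was at 16.9 CPM in SIK mutant 2, far under the other 3 mutants, which lay between 31.3 and 34.3 CPM (gap 0.830 of the range). That kidney had 10718858 counts, within the range of the others, its *Sik3* level of 39.7 CPM lay among the other mutants, and no *Cyp27b1* reads were shared with other genes (posterior SD 0). A difference in depth and a swapped genotype are therefore not borne out, and no biological explanation was tested. *Kl* was at 509.7 CPM in control 3, against 720.5 to 745.2 CPM in the other controls (gap 0.895). Control 4, which like control 3 had no Y-linked reads, was at 720.5 CPM, so the difference in Y-linked reads does not separate the 2 values. Control 3 had 10798908 counts, within the range of the other kidneys, and no *Kl* reads were shared with other genes (posterior SD 0). No biological explanation was tested for *Kl* either.

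*Gm21596*, a gene chosen after its values were seen, was at 2.41 CPM in SIK mutant 4, against 0.678 to 0.714 CPM in the other mutants (gap 0.979). The posterior SD of its count reached 52.1% of the count, so its value may rest on how RSEM divided reads among near-identical copies, and the difference cannot be told apart from that explanation.

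The adipocyte markers *Plin1* and *Cidec* were at 13.7 and 15.3 CPM in control 3, against at most 1.14 and 1.93 CPM in the other controls (gaps 0.917 and 0.874), and *Lep* was at 0.881 CPM in control 3 and at 0 in the other controls (gap 1). These markers rise and fall together, so they count as a single observation rather than 3. Genotype alone could not give it, since control 3 lay within the range of the mutants (*Cfd*, 83.2 CPM). Unequal adipose tissue carried over with the kidney was neither shown nor ruled out: of 12 genes higher in mutants among the 6 kidneys with Y-linked reads, the markers left out, 9 were higher in control 3 than in control 4, against a mean of 6.01 in random sets, and 0.07 of the sets had as many, which misses 0.05. The source of these transcripts is left open.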

How the results depend on the processing

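Across 40 alternatives to the main analysis, the genes named above fall into those that kept their direction and those near 0 that did not. The log2 fold changes kept their direction under all alternatives that gave a value for *Sik1* (0.25 to 0.60), *Sik2* (−0.64 to −0.22), *Sik3* (−0.95 to −0.61), *Cyp27b1* (1.19 to 4.45), *Cyp24a1* (1.95 to 4.85), *Slc34a3* (−0.74 to −0.0098) and *Trpv5* (0.20 to 1.38), and likewise for *Pappa2*, *Grem1*, *Gm21596*, *Dnase1*, *Slc5a2* and the mean of the vitamin D and calcium list. The ends of these ranges at 0.60, −0.95, 4.45, 4.85, −0.0098 and 1.38 came from the fit with both the Y-linked and adipocyte covariates. Little of the genotype effect could be estimated in that fit. The filter on a mean of 50 counts left *Pappa2*, *Grem1*, *Gm21596* and *Eef1akmt3* with 39 alternatives. Alternatives not planned in advance, named in the account of the processing, were chosen after seeing the data. Where a value changed side or direction, the cause was not tested except where stated.

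The count of calls at FDR under 0.05 was 0 with RLE factors (903 genes at unadjusted p under 0.05), upper-quartile factors (910), a mean of at least 50 counts (749), the effective-length offset (925) and counts left unrounded (911). It was 71 with DESeq2 (59 over a fold change of 1.5), 75 (63) with its filtering aimed at 0.1, 2 with limma-voom, 4 and 5 with limma-trend on TPM with a pseudocount of 1 and 0.1, 9 without a filter, 1 with legacy off, 2 with robust on and 1 with both. It was 10 with the Y-linked covariate (8 with legacy off), 21 on the 6 kidneys with Y-linked reads (22 with legacy off), 197 (155 over a fold change of 1.5) with DESeq2 and the Y-linked covariate and 185 (156) with DESeq2 on the 6 kidneys. An adipocyte covariate gave 372 (351), and that covariate alone determined 47.6% of the genotype term. It shared 30 calls with DESeq2 and the Y-linked covariate, of which 15 had the same direction. With DESeq2 on the 6 kidneys it shared 26 calls, 16 in the same direction, and with DESeq2 on the 8 kidneys 31, all in the same direction. Both covariates together gave 0 (354 at unadjusted p under 0.05). In that last fit the 2 covariates together determined 95.1% of the genotype term, so little of the genotype effect could be estimated. Across the 16 fits that each left out a kidney, 8 of them with legacy off, the count was from 0 to 3 genes, over a fold change of 1.5 as well.

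Named after their values were seen, the calls were *Gm45315* and *AC134576.3* with limma-voom, these and *Aldh1a1* and *Glns-ps1* with limma-trend, to which *Grem1* was added at a pseudocount of 0.1, *AC134576.3* with legacy off, and *Pappa2* and *AC134576.3* with robust on. Without control 2, control 3 and mutant 1 the calls of the planned fits were *Atp6v0c-ps2*, *Gm8822* and *Gm28036*, a different gene each time. With legacy off these were called again, and *AC134576.3* was called without control 1, control 3, mutant 1 and mutant 4. *Aldh1a1* and *Grem1* were also called there without control 1.

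Of the 20 genes on the fixed list, 5 passed over the list alone. The number was 4 to 6 across the fits that left out a kidney, 3 with both forms of limma-trend, 8 with the Y-linked covariate and on the 6 kidneys, by edgeR (legacy on or off) and by DESeq2, and 0 with both covariates. It was 4 with upper-quartile factors, the effective-length offset and the adipocyte covariate. The gene lost there was *Sik1* (FDR over the list 0.0527, 0.114 and 0.193). *Sik1* also failed with limma-trend (0.138 and 0.135 at a pseudocount of 1 and 0.1), as did *Slc34a3* (0.0783 at either pseudocount). In each of the fits with 8, these were the 5 genes together with *Trpv5*, *Slc34a1* and *Pth1r*. With the replicate block the number was 3, with legacy on or off, and 0 genes were called over all genes (657 and 664 at unadjusted p under 0.05). *Sik1* did not pass over the list there either (FDR 0.0971 and 0.107), and *Cyp24a1* narrowly failed (FDR over the list 0.0508 and 0.0516). Under the block the vitamin D and calcium list had a mean of 0.23 (limma camera p 0.0981) and the CREB list a mean of 0.037 (limma camera p 0.933). The numbers did not pair the kidneys: deviations from the group means had a mean correlation of −0.0869 for same-numbered kidneys (−0.288 to 0.0531) and 0.0292 for the others, and these are different animals.

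Over all genes, *Sik3* passed FDR 0.05 with DESeq2 (−0.67, also with filtering aimed at 0.1), DESeq2 with the Y-linked covariate (−0.66), DESeq2 on the 6 kidneys (−0.66) and the adipocyte covariate (−0.71), with FDR between 9.77e-06 and 1 across alternatives. *Cyp27b1* passed with DESeq2 (1.42, also with filtering aimed at 0.1) and DESeq2 on the 6 kidneys (1.39), and *Cyp24a1* with the adipocyte covariate (4.76), where FDR ran from 0.0155 to 1. Among the other named genes, 39 values moved past FDR 0.05 without change of direction, and 1 more did so in the fits that left out a kidney. They include *Slc34a1* (FDR 0.00567 to 1 across alternatives) and *Pth1r* (0.0451 to 1), both lower in mutants when they passed. *Slc34a3*, also lower, passed with DESeq2 (FDR 0.00826, and 0.00702 with filtering aimed at 0.1) and with DESeq2 on the 6 kidneys (0.043). The lowest FDR across alternatives was 0.000183 for *Pappa2*, 5.76e-10 for *Grem1* and 0.000279 for *Gm21596*. It was 6.61e-10 for *Dnase1*, 7.99e-10 for *Slc5a2* and 0.00254 for *Kap*.

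The vitamin D and calcium list passed a camera p of 0.05 with limma-voom (0.23), a mean of at least 50 counts (0.23), the effective-length offset (0.21) and both covariates (1.10). It also passed without control 4 (camera p from limma 0.0107), without mutant 2 (0.0167) and without mutant 4 (0.0281), each with legacy on and off, and its mean ran from 0.13 to 0.27 across all fits that left out a kidney. Its camera p from limma ran from 0.00016 to 0.333. The CREB list mean changed sign with a mean of at least 50 counts (−0.046), the Y-linked covariate (−0.0034, −0.0015 with legacy off) and DESeq2 with that covariate (−0.0025), and ran from −0.14 to 0.17 across the fits that left out a kidney.

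With limma-trend at a pseudocount of 1 and 0.1 the log2 fold changes became 0.048 and 0.048 for *Pth1r*, 0.0096 and 0.0098 for *Crtc2*, 0.012 and 0.012 for *Kl*, 0.11 and 0.12 for *Stk11* and 0.085 and 0.085 for *Kap*. At a pseudocount of 0.1 the median of all genes itself moved to 0.11, so relative to it all of these but *Stk11* stayed lower in mutants. Accounting for Y-linked expression reversed 4 genes. With the Y-linked covariate, the same with legacy off, and DESeq2 with that covariate, the values were −0.15, −0.15 and −0.14 for *Vdr*, −0.064, −0.064 and −0.062 for *Crtc3*, −0.095, −0.095 and −0.094 for *Mettl1* and −0.20, −0.20 and −0.20 for *Eef1akmt3*. On the 6 kidneys by edgeR, the same with legacy off, and by DESeq2, they were −0.13, −0.13 and −0.13 for *Vdr*, −0.044, −0.045 and −0.049 for *Crtc3*, −0.070, −0.070 and −0.075 for *Mettl1* and −0.17, −0.18 and −0.18 for *Eef1akmt3*.

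With the adipocyte covariate the values were 0.31 for *Pth1r*, 0.11 for *Slc34a1*, 0.085 for *Crtc2*, 0.17 for *Kl*, 0.0021 for *Stk11* and 0.94 for *Kap*. With both covariates they were −0.65 for *Vdr*, 0.034 for *Pth1r*, −0.42 for *Mettl1* and 0.78 for *Kl*. *Stk11* became 0.0096 with the effective-length offset and *Crtc3* became −0.0022 with upper-quartile factors. With those factors the median of all genes itself moved from −0.0038 to −0.0163, so relative to it *Crtc3* stayed higher in mutants. Across the fits that left out a kidney, changes of sign occurred within the ranges of *Pth1r* (−0.20 to 0.025), *Kap* (−0.41 to 0.16), *Calb1* (−0.0037 to 0.24), *Crtc1* (−0.037 to 0.15), *Crtc2* (−0.13 to 0.012), *Crtc3* (−0.089 to 0.071), *Eef1akmt3* (−0.060 to 0.29) and *Stk11* (−0.064 to 0.020).

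Some genes had few counts. *Fgf23* had 0 counts in all 8 kidneys, so no difference was measured. *Nr4a2*, with at most 14 counts in a kidney, was tested by DESeq2 and by edgeR without a filter, with log2 fold changes of 0.54 to 1.64 and FDR over the list of 0.281 to 0.772. *Pappa2* rested on at most 29 counts.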

Other observations

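Several of the tests below were chosen only after the result was seen, namely those of swapped labels and of depth in controls 3 and 4, of genotype as the source of adipocyte transcripts, of Y-linked expression and of CREB targets for *Sik1*, of false calls by DESeq2, and of the splits of the samples for the counts of calls.

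Controls 3 and 4 may be female kidneys in a series of otherwise male kidneys, since they carried *Xist* and lacked the 4 listed Y-linked genes. Of 4 genes that escape X inactivation, 3 (*Kdm6a*, *Kdm5c*, *Eif2s3x*) were higher in both controls than in the other 6 kidneys, where chance gives 3.57% of genes, and *Ddx3x* was not. A first test on Y-chromosome genes outside the list was not borne out: of 3 such genes read in the 6 kidneys, only 1 (*Gm29650*) was at or under 3 counts in controls 3 and 4. *Gm29650* had 0 counts there. The other 2, *Gm21860* and *Gm47283*, had posterior SDs of up to 15.1% and 4.14% of the count, so part of their reads was shared with other genes. They reached 23 and 669 counts in controls 3 and 4, against means of 16.33 and 540.3 in the other 6 kidneys. Reads assigned to these 2 genes did not follow the listed Y-linked genes, so they cannot decide the question. A swap of genotype labels was not borne out, as the lower *Sik3* value of these controls was 61.02 CPM, above all mutants. Depth was not borne out either, since their highest total was 100% of that of the other kidneys. Genotype and this difference are partly confounded, because no mutant lacked Y-linked reads.

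A covariate for Y-linked expression raised the count of calls from 0 to 10, all higher in mutants, and the genes with unadjusted p under 0.05 from 911 to 1738. Of the 10, 3 (*Adipoq*, *Retn*, *Cfd*) were on the adipocyte list. The gain in calls is fragile and the gain in low p-values is less so. With a plain indicator for controls 3 and 4 as the covariate there was 1 call (1764 genes at unadjusted p under 0.05), and of the 28 pairs of kidneys that can be marked in this way, 6 gave at least as many calls and 2 at least as many genes with unadjusted p under 0.05, controls 3 and 4 themselves counted in both. The most calls, 729, came from marking another pair, controls 1 and 2, which leaves only controls 3 and 4 to set against the mutants.

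Of the 7 adipocyte markers, 6 were at most 1.28 CPM in controls 1 and 2, and *Fabp4* was at 22.3 and 27.2 CPM there, against 37.3 CPM or more in the other kidneys. *Cfd* was at 0 and 1.28 CPM there, at 83.2 and 17.5 CPM in controls 3 and 4, and between 58.5 and 93.4 CPM in mutants. Of the 21 genes called among the 6 kidneys with Y-linked reads, 17 were higher in mutants and 5 of those were on the list of 7 adipocyte markers. Genotype alone could not account for this, as control 3 lay within the range of the mutants. Unequal amounts of adipose tissue carried over with the kidneys were neither shown nor ruled out: 9 of the 12 other genes were higher in control 3 than in control 4, as were 7 of the 7 markers, and 0.07 of 10000 random sets of genes of similar level had at least 9, which misses 0.05. The source is left open. For the adipocyte markers called on the 6 kidneys or with the Y-linked covariate, a genotype effect cannot be told apart from a difference between controls 1 and 2 and the rest. This does not extend to each call: *Dnase1*, called on the 6 kidneys, was at 350.7 to 703.2 CPM in the 4 controls and at 68.6 to 169.4 CPM in mutants.

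*Sik1* was 23.9% higher in mutants although it was a target of recombination. By the study's text, though not by the labels, the mutants were heterozygous for floxed *Sik1* and kept an allele that Cre could not recombine. The posterior SD of its count was 0, so reads shared between SIK genes do not explain it. The rise was present among the 6 kidneys with Y-linked reads (log2 fold change 0.39), and a general rise of CREB targets was not seen (camera p from limma 0.789). No tested explanation accounted for it, and reads over the floxed exons were not analysed here.

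*Grem1* and *Gm21596* lie 160601 bases apart on chromosome 2 and changed in opposite directions (log2 fold change 5.10 and −2.21). A chromosome segment that differs between the groups was not borne out: of 6 other tested genes within 1 Mb, 1 (*Fmn1*) had an unadjusted p under 0.05 (one-sided exact binomial p 0.326). Reads shared among near-identical copies remain a candidate explanation for *Gm21596* (posterior SD 52.1% of the count) but not for *Grem1*, whose posterior SD was 0. Among the 100 genes with the lowest p, 12 pairs lay within 500 kb of each other, against a mean of 5.19 in 2000 random sets, and 0.014 of the sets had as many. Linked segments or overlapping genes may explain this excess. The pairs include overlapping genes, such as *Rnase4* with *Ang* and *Slc5a2* with *BC017158*, and the neighbouring family members *Aldh1a1* and *Aldh1a7*, and these sources were not separated.

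DESeq2 called 71 genes and edgeR 0 on the same 8 kidneys. Of the 71, edgeR tested 63, and all 63 had an unadjusted p under 0.05, with FDR up to 0.572. In simulated counts with 2-fold changes, 15.7% of DESeq2 calls were false, against 5.59% of edgeR calls, so part of the excess may be false calls. The gap was narrower with the dispersions of the fit with the Y-linked covariate, with 27 false calls by DESeq2 and 15 by edgeR. All 71 kept their direction in DESeq2 fits with the Y-linked covariate and on the 6 kidneys, where 29 and 33 of them were called again. By edgeR, 2 were called again with that covariate and 7 on the 6 kidneys.

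The 8 kidneys can be split into 4 and 4 in 35 ways, of which 8 part all 4 same-numbered pairs as the real split does. Among these 8 the share cannot fall under 0.05. Of them, all 8 gave at least 0 calls, with or without the fold change criterion, as any split must, and the real split gave 911 genes at unadjusted p under 0.05. As many such genes came from 4 of the 8 and from 8 of all 35. As many genes of the fixed list came from 1 of the 8, the real split itself, and from 1 of all 35. For the vitamin D and calcium list 5 of the 8 splits and 11 of all 35 gave as low a camera p, and for the CREB list 8 of the 8 and 32 of all 35. The remaining splits of the 35 kept at least a pair of same-numbered kidneys together. The highest count of such genes among the 35, 2881, came from setting controls 1 and 2 with mutants 3 and 4 against the rest. In 7 of the 15 splits that kept controls 3 and 4 on a single side, at least 911 genes had an unadjusted p under 0.05. That number was not lowered by setting the difference of these controls aside: it was 1640 on the 6 kidneys and 1738 with the Y-linked covariate.

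Transcripts of *Six2*, whose promoter drives the Cre transgene, and of its neighbour *Six3* were at most 0.178 and 0.0962 CPM, under the detection floor, in all kidneys.

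The count of genes past FDR 0.05 and a fold change over 1.5 was 0 here, with 911 genes at unadjusted p under 0.05. That is lower than the value quoted from the study above. The number of those genes higher in mutants was 0 here. That too is lower than the value quoted from the study above. These counts are from edgeR, and with DESeq2 they were 59 and 24. The whole-kidney changes were −26.5% for *Sik2*, −37.3% for *Sik3* and 23.9% for *Sik1* here. The losses of *Sik2* and *Sik3* are smaller in number than the whole-kidney value quoted from the study above, which is not given by gene, and *Sik1* showed no loss. The measures are unlike. The study's value is an efficiency of deletion from DNA and mRNA, whereas the changes here are in counts over whole genes, floxed exons not set apart. A weaker deletion cannot be read from this difference. By the study's text, mutants were heterozygous for floxed *Sik1*.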
